# Differential mRNA Expression Profiling Reveals the Role of MiR-375 in Inflammation of Bovine Mammary Epithelial Cells

**DOI:** 10.3390/ani12111431

**Published:** 2022-06-01

**Authors:** Yuhang Li, Qichao Hu, Zhuoma Luoreng, Jian Yang, Xingping Wang, Yun Ma, Dawei Wei

**Keywords:** miR-375, dairy cow, mastitis, RNA-seq, bMEC, MAPK signaling pathway

## Abstract

**Simple Summary:**

Bovine mammary epithelial cells (bMECs) are often used as cell models for mammary gland research. They are the most important cells for mammary gland function and the first line of defense for pathogen identification. MicroRNAs (miRNAs) are important regulatory factors involved in many physiological and pathological processes. Here, we examined a transcriptome profile of bovine mammary epithelial cell lines transfected with miR-375 inhibitor or negative control (NC) inhibitor, and further reveal the potential role of miR-375 in bMECs by differentially expressed mRNA analysis. We found that miR-375 potentially promotes inflammation in the mammary gland through the MAPK signaling pathway.

**Abstract:**

MicroRNAs (miRNAs) are a class of small non-coding RNAs that regulate post-transcriptional gene expression and several biological processes. Bovine mammary epithelial cells (bMECs) mediate critical immune responses in the mammary gland and the occurrence of mastitis. Current research focuses on miRNA regulation of bMECs, but the miR-375 regulatory mechanism in bMECs is unclear. This study explored the role of miR-375 by profiling the transcriptome of miR-375-silenced bMECs using RNA-seq and identifying differentially expressed mRNAs (DIE-mRNAs). There were 63 DIE-mRNAs, including 48 down-regulated and 15 up-regulated mRNAs between miR-375-silenced bMECs and the controls. The Kyoto encyclopedia of genes and genomes (KEGG) and Gene Ontology (GO) functional analysis showed that the DIE-mRNAs enriched nuclear receptor subfamily 4 group A member 1 (*NR4A1*) and protein tyrosine phosphatase non-receptor type 5 (*PTPN5*) anti-inflammatory genes of the mitogen-activated protein kinase (MAPK) signaling pathway. However, they showed an opposite trend to the expression of miR-375 silencing, suggesting that miR-375 promotes bMEC inflammation through the MAPK signaling pathway. The findings of this study provide a new reference for understanding the regulation of bMEC inflammation and cow mastitis.

## 1. Introduction

Mastitis causes significant economic losses to the agricultural sector by reducing milk production and quality [1]. Many factors affect mastitis, including the genetics of the animal, which influences the susceptibility or resistance of the animal to the disease [2]. The cow mammary gland primarily comprises the bovine mammary epithelial cells (bMECs) involved in the synthesis and secretion of milk [3]. Furthermore, it is the first barrier preventing pathogens from invading cow mammary glands by secreting several immune regulatory factors [4]. Therefore, bMECs are important in the milk production and mammary gland immunity of dairy cows. However, many genes regulate the growth activity and function of bMECs [5,6,7].

MicroRNAs (miRNAs) are a class of single-stranded endogenous non-coding small RNA molecules with 20–25 nucleotides [8]. They negatively regulate mRNA transcription and translation by targeting the 3’UTR of messenger RNAs (mRNAs), thereby regulating various cellular activities, including proliferation, differentiation, development, apoptosis, inflammation, and other biological processes [8,9]. Recently, numerous studies examined the differential expression of miRNAs in bovine mammary epithelial cells [10,11]. For example, miRNA-145 regulates the expression of immune cytokines in bovine with mastitis by targeting the expression of the fascin actin-bundling protein 1 (*FSCN1*) gene [12]. MiR-125b [13] and miR-146a [14] aggravate and alleviate mastitis in dairy cows by targeting the NF-κB inhibitor-interacting Ras-like 2 (NKIRAS2) and Toll-like receptor 4 (TLR4)/tumor necrosis factor receptor-associated factor 6 (TRAF6)/NF-κB pathways, respectively. In addition, in lipoteichoic acid (LTA)-induced inflammation of bMECs, miR-23a inhibits the inflammatory response by directly targeting PI3K [15]. MiR-204-5p promotes lipid synthesis in mammary epithelial cells by targeting sirtuin 1 (SIRT1) [16]. Despite these reports, the regulatory patterns and mechanisms of numerous miRNAs remain unclear.

MiR-375, a member of the miRNA family, was first described in MIN6 and TC1 cells of the mouse pancreas. MiR-375 is involved in islet formation and insulin secretion [17]. In recent years, studies have revealed that human miR-375 regulates various physiological and pathological functions of cells. For instance, miR-375 regulates the occurrence and development of colorectal cancer, knee osteoarthritis, acinar cells inflammation, and nasopharyngeal carcinoma by targeting the phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha (*PIK3CA*), autophagy-related 2B (*ATG2B*), autophagy-related 7 (*ATG7*), and pyruvate dehydrogenase kinase 1 (*PDK1*) genes, respectively [18,19,20,21]. Additionally, human miR-375 participates in breast cancer progression [22]. MiR-375 is one of the most down-regulated miRNAs in breast tissues following *Staphylococcus aureus* and *Escherichia coli* infection, suggesting that it regulates the immune response and inflammation in the mammary gland [23]. However, whether and how miR-375 regulates inflammation in the mammary gland are not well understood. The mammary alveolar cells (MAC-T) cell line is the conventional model for studying the molecular regulation of mammary gland function in dairy cows [24,25]. The transcriptome profiles of miR-375-silenced MAC-T were analyzed using the RNA-seq technique to understand how miR-375 regulates the expression of genes in bMECs and, by extension, the mammary gland.

## 2. Materials and Methods

### 2.1. Cell Culture

MAC-T cell lines identified and frozen in our laboratory were used in this research [24,26]. The cells were thawed and cultured in DMEM/F12 (Hyclone, Logan, UT, USA) medium supplemented with 10% fetal bovine serum (System Biosciences, Mountain View, CA, USA) at 37 °C under 5% CO_2_ and 100% humidity.

### 2.2. Transient Transfection of MiR-375 Inhibitor

MAC-T cells were seeded and cultured in 6-well plates. When the cells reached 60–70% confluence, they were transiently transfected with miR-375 inhibitor or negative control (NC) (final concentration 100 nM) using the X-Tremegene HP DNA Transfection Reagent (Roche, Basel, Switzerland), according to the manufacturer’s instructions. The experiment was performed in triplicate (3 samples in the inhibitor NC group and 3 samples in the miR-375 inhibitor group). The transfection efficiency was detected by observing the red fluorescence of Cy3-labeled inhibitor NC under an inverted fluorescence microscope (Olympus Corporation, Tokyo, Japan), and the expression detection inhibition efficiency of miR-375 was analyzed by real-time quantitative PCR (qPCR). The miR-375 inhibitor (5′-UCACGCGAGCCGAACGAACAAAA-3′) and NC (5′-CAGUACUUUUGUGUAGUACAAA-3′) were designed and synthesized by RiboBio Co., Ltd. (Guangzhou, China).

### 2.3. Sample Collection and RNA Extraction

The MAC-T cells were collected 48 h after transfection. Total RNA was extracted from the transfected MAC-T using the TriZol kit (Takara Biomedical Technology Co., Ltd., Beijing, China) following the manufacturer’s protocol. The concentration and quality of RNA were determined using agarose gel electrophoresis and a Multi-Mode Reader (BioTek, Winooski, VT, USA) (Table S1). High-quality RNA samples were used to construct cDNA libraries as described below.

### 2.4. Constructing cDNA Libraries and High-Throughput Sequencing

The sequencing library was constructed using the ABclonal mRNA-seq Lib Prep Kit (ABclonal, Wuhan, China), following the manufacturer’s protocol. The mRNA was enriched by magnetic beads with Oligo (dT). The mRNA was randomly interrupted by the fragmentation and converted to double-stranded cDNA. Then, the double-stranded cDNA was purified using AMPure XP beads (Beckman Coulter, Pasadena, CA, USA). Further, the purified double-stranded cDNA was end repaired, A-tail enriched, and connected to sequencing joints. Then, AMPure XP Beads were used for fragment size selection. The selected fragments were PCR enriched and used to obtain the final cDNA library. Agilent Bioanalyzer 4150 (Agilent Technologies, Palo Alto, CA, USA) evaluated the library before qPCR validation. Then, the high-throughput sequencing was performed using the Illumina Novaseq 6000 (Illumina, San Diego, CA, USA) platform in Shanghai Applied Protein Technology (Shanghai, China).

### 2.5. Data Processing and Quality Control

After high-throughput sequencing, the raw data were stored in the FASTQ file format. We conducted an overall assessment of the quality of the raw reads by Perl, including the sequencing error rate, ATGC content, raw data composition, and comparative analysis with the reference genome to ensure the reliability of the sequencing results. Clean reads were obtained by removing the connector sequences and filtering out low-quality reads (the number of bases with a base mass value ≤25 accounted for over 60% of the total reads). The proportion of N (undetermined bases) was <5%. The obtained clean data were mapped to the bovine reference genome UMD 3.1 (http://oct2018.archive.ensembl.org/Bos_taurus/Info/Index (accessed on 25 March 2021)) using HiSAT2 software (http://daehwankimlab.github.io/hisat2/ (accessed on 25 March 2021)). Finally, clean reads were used for subsequent analysis.

### 2.6. Analysis of Differentially Expressed mRNAs

The expression levels of each gene in each sample, expressed as Fragments Per Kilobase of transcript sequence per Million base pairs sequenced (FPKM), were calculated using *FeatureCounts* (http://subread.sourceforge.net/ (accessed on 26 March 2021)). Pearson’s correlation analysis was performed between each sample. DESeq2 (http://bioconductor.org/packages/release/bioc/html/DESeq2.html (accessed on 26 March 2021)) software was used to analyze the differentially expressed mRNA in the miR-375 inhibitor group and the inhibitor NC group. The significant differentially expressed mRNAs were identified following the *p*-value < 0.05 and |log_2_^FoldChange^| > 1 threshold.

### 2.7. qPCR

We inquired the sequence information of miR-375, designed a neck ring structure primer specific for reverse transcription of miR-375 (5′-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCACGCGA-3′) and conducted reverse transcription reaction of miR-375. In addition, eight differentially expressed mRNAs (DIE-mRNAs) (3 up-regulated and 5 down-regulated mRNAs) were randomly selected for validating the RNA-seq results. Briefly, the 1 µg total RNA in bMECs was reverse transcribed into cDNA using the PrimeScriptTM RT Reagent Kit with gDNA Eraser (Takara Biomedical Technology Co., Ltd., Beijing, China) following the manufacturer’s instructions. The 2×M5 HiPer SYBR Premix EsTaq (withTli RNaseH) fluorescence quantitative detection kit (Mei5 Biotechnology Co., Ltd., Beijing, China) detected the expression of DIE-mRNAs in transfected MAC-T cells using a CFX-96 Touch Real-Time PCR instrument (BioRad, Hercules, CA, USA). The qPCR reaction mix included 10.0 μL of 2×M5 HiPer SYBR Premix EsTaq (with Tli RNaseH), 0.8 μL of 10 nmol/μL forward and reverse primers, 100 ng of cDNA template, and adding sterilized deionized water to 20.0 μL. The reaction conditions included initial denaturation at 95 °C for 30 s, subsequent 40 cycles of denaturation at 95 °C for 5 s, and annealing at 60 °C for 30 s. All the experiments were repeated three times. The qPCR primers are listed in Table 1. All qPCR experimentation and analysis were performed following the minimum information for publication of quantitative real-time PCR experiments (MIQE) guidelines [27]. The amplification efficiency of the primers are 95–105%.

The data were analyzed using SPSS software version 25.0 using *GAPDH* and *RPS18* [28] as internal controls. The relative expression levels of the genes were calculated using the 2^−ΔΔCt^ method [29] and expressed as the mean ± standard deviation (X ± SD). The SPSS 25.0 software was used to test the significance of differential expression between groups through independent-samples *t*-tests, and *p* < 0.05 was considered statistically significant.

### 2.8. Functional Annotation of DIE-mRNAs

Gene cluster analysis was performed to display the gene expression pattern in different samples visually. Gene Ontology (GO) analysis for the molecular function (MF), biological process (BP), and cellular component (CC) of the DIE-mRNAs was performed using the clusterProfiler package in the R software (version: 4.0.3). Kyoto encyclopedia of genes and genomes (KEGG) analysis was also performed to identify pathways and the biological function of genes regulated by miR-375.

## 3. Results

### 3.1. The Silencing Efficiency of MiR-375 in MAC-T

Inverted fluorescence microscope revealed that miR-375 in MAC-T cells was efficiently silenced after transfection with the corresponding inhibitor (Figure 1a), consistent with qPCR findings (*p* < 0.01) (Figure 1b). The results showed that the silencing effect of miR-375 in MAC-T cells was good, and subsequent experiments could be carried out.

### 3.2. Sequence Data Analysis

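MAC-T cells, a line of bovine mammary epithelial cells, were transfected with 100 nM of miR-375 inhibitor or of inhibitor NC, and RNA was taken 48 h later, with 3 libraries in each group. For each library the authors deposited the raw count on each of 29154 genes, obtained with FeatureCounts after mapping with HiSAT2 and not normalized. Of these genes, 27607 had an Ensembl identifier and the other 1547 were loci added by the authors' annotation. At least 1 count in any library was recorded for 20755 genes, while 8399 genes had 0 counts in all 6 libraries. Counts were normalized for library size by edgeR's TMM method, and the groups were compared by edgeR's quasi-likelihood test over the 20755 genes, without a block for the replicate number. DESeq2, the tool named in the paper's methods, was run as an alternative. Symbols came from Tables S2 and S3, which paired 1410 of the identifiers with a symbol. Each pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom between 3.01 and 11.18 over genes with at least 20 counts in the pair, which goes against one library deposited more than once. The labels give the 6 libraries as separate replicates, and they were counted as such. Where all libraries of a group had 3 counts or fewer, a fold change was also computed against 3 counts. This leaves out the error of the other group, so the fitted log2 fold change is given with it.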

We sequenced cDNA libraries using the Illumina high-throughput sequencing platform to study the miR-375 inhibitory effect on bMECs. 

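The counts summed to 14479278, 16213226 and 16047812 in replicates 1, 2 and 3 of the inhibitor NC group, with a median of 16047812. In the miR-375 inhibitor group they summed to 15228121, 14903099 and 16324556, with a median of 15228121. The paper's own totals of mapped reads lie between 39472120 and 44516188, and the counts on genes, which are the values used here, amounted to between 72.8% and 74.7% of the mapped read pairs. The ranges of the totals of both groups overlapped. The 10 genes with the most counts took between 6.8% and 6.9% of the counts in the inhibitor NC libraries and between 7.1% and 7.4% in the miR-375 inhibitor libraries.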

The sequence data from the experimental and NC groups are listed in Table 2. The Q30 was over 92.5%, indicating a high base quality. Moreover, high-quality reads were obtained after removing the joint and low-quality reads (Table 2). In general, these findings demonstrated the accuracy and reliability of the sequence data.

### 3.3. Overall Distribution of mRNA Expression

The expression levels of the overall genes in each sample are presented in Table S2. 

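Between 18168 and 18341 genes had at least 1 count in the inhibitor NC libraries, and between 18017 and 18137 in the miR-375 inhibitor libraries. Over the 6 libraries together, 16924 genes had at least 10 counts in total, and 14154 had a mean of at least 10 counts per library. The loci added by the authors' annotation took between 1.86% and 2.01% of the counts of a library. For each of the 6 libraries, the counts followed the FPKM column of the same library name in Table S2 more closely than the columns of the other libraries, over 674 genes with at least 50 counts in every library.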

The results of Pearson’s correlation analysis between samples revealed that the gene expression patterns were highly correlated among the samples (Figure 2a), further validating the reliability of the experimental design. 

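On log2(CPM + 1) values of the 20755 genes, Pearson's r over the 15 pairs of libraries was 0.997 on average and lay between 0.9956 and 0.9975. These correlations are across genes, which are not independent replicates. The highest value was that of inhibitor NC replicate 3 with miR-375 inhibitor replicate 3, which belong to different groups, and the lowest was that of inhibitor NC replicate 1 with miR-375 inhibitor replicate 3. The 6 pairs within a group had a mean r of 0.9971 and the 9 pairs between groups 0.9967. In 2 of the 10 ways to split the libraries into 3 and 3, the real split included, the difference between these means was as large, which is an exact permutation p of 0.2, and the smallest p that 3 libraries against 3 allow is 0.1. The scale moved the correlation most: on log10(CPM + 0.01) values, the mean r was 0.965.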

Further analysis showed that the distribution of FPKM in each block diagram was similar, indicating that the overall gene expression abundance in each sample was similar (Figure 2b).

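Gene lengths were not used here, so the distributions were computed on log10(CPM + 0.01) in place of FPKM. Over all 29154 genes, the median was -0.31, -0.30 and -0.29 in replicates 1 to 3 of the inhibitor NC group. It was -0.33, -0.32 and -0.30 in those of the miR-375 inhibitor group. The group means of the medians were -0.30 ± 0.007 (SD, n = 3) and -0.32 ± 0.014 (SD, n = 3), a difference with an exact two-sided permutation p of 0.2. The upper quartile was between 1.32 and 1.33 in each library, and between 37.1% and 38.2% of the genes had 0 counts. Over the 16924 genes with at least 10 counts in total, the medians lay between 1.16 and 1.18.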

### 3.4. The Differently Expressed mRNAs in MAC-T after MiR-375 Inhibition

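By edgeR's quasi-likelihood test, 186 of the 20755 genes had an unadjusted p under 0.05 and an absolute log2 fold change over 1, the paper's criterion for DIE-mRNAs. With DESeq2, the same criterion was met by 63 genes. Benjamini-Hochberg adjustment of the edgeR p-values left 350 genes with an adjusted p under 0.05, and 15 of these had an absolute log2 fold change over 1. An unadjusted p under 0.05 was reached by 2206 genes. The adjusted count ranged widely over the alternatives, from 0 to 1264 genes. Among the 16924 genes with at least 10 counts in total, edgeR gave 0 genes with an adjusted p under 0.05, while 1972 had an unadjusted p under 0.05. A surrogate variable as a covariate, chosen after the data were seen, gave 1264. DESeq2 gave 75 genes with an adjusted p under 0.05. Deviations from the group means correlated with a mean r of 0.11 across genes between libraries with the same replicate number, from -0.03 for replicate 1 to 0.25 for replicate 3. Between libraries with different numbers the mean was -0.05, which the first mean largely fixes, as deviations from a group mean sum to 0. Pairs with different numbers reached from -0.25 to 0.17, so these values do not show that same-numbered libraries belong together. With the replicate number as a block, 840 genes had an adjusted p under 0.05 and 99 met the paper's criterion. Ranked by the Q30 values of Table 2, inhibitor NC replicates 1 and 2 and miR-375 inhibitor replicate 2 were the 3 lowest libraries, and each side of this division held a single library of one group. With the division, chosen after the data were seen, as a covariate in edgeR, 856 genes had an adjusted p under 0.05 and 120 met the criterion.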

Inhibition of miR-375 dysregulated the expression of 63 mRNAs. 

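Of the genes that met the paper's criterion in edgeR, 118 were lower and 68 higher in the miR-375 inhibitor group, and with DESeq2 48 were lower and 15 higher. DESeq2's genes were the 63 of Table S3, with log2 fold changes within 0.00005 of those in that table. In edgeR, 62 of the 63 met the criterion with the sign of Table S3, and RPE65, which fell by 1.00 on the log2 scale, missed it. Of the 63 genes, 14 had an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 of them lower and 1 higher. With DESeq2, 0 of the 63 had an adjusted p under 0.05 with its independent filtering, which left an adjusted p for 1 of them, and 1 had without that filtering, although all 63 had an unadjusted p under 0.05. Adjusted over the list alone in edgeR, all 63 passed, but the list was chosen on these counts, so that shows no stability. The median of their mean normalized counts was 10.2, and 31 of them had a mean under 10. In 21 genes one group had 3 counts or fewer in each of its libraries. The gene with the smallest p in Table S3 was SLC7A11 (ENSBTAG00000034075), with normalized counts of 218 ± 60.6 (SD, n = 3) in the inhibitor NC group and 92.2 ± 7.71 (SD, n = 3) in the miR-375 inhibitor group. Its log2 fold change was -1.24 (standard error 0.15, adjusted p = 2.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p rose to 0.2 without inhibitor NC replicate 1. DZIP3 (ENSBTAG00000006158) had normalized counts of 73 ± 6.82 (SD, n = 3) and 34.4 ± 9.23 (SD, n = 3), a log2 fold change of -1.08 (standard error 0.21, adjusted p = 0.0013 from the same edgeR test, from 8e-07 to 0.27 over the alternatives).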

A total of 48 mRNAs were significantly down-regulated, whereas the remaining 15 were significantly overexpressed (Table S3). We found that inhibition of miR-375 promotes expression of nuclear receptor subfamily 4 group A member 1 (*NR4A1*) and protein tyrosine phosphatase non-receptor type 5 (*PTPN5*). 

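NR4A1 (ENSBTAG00000000507) had 13, 14 and 16 counts in replicates 1 to 3 of the inhibitor NC group and 36, 20 and 31 counts in those of the miR-375 inhibitor group. Its normalized counts were 14.2 ± 1.05 (SD, n = 3) and 29.2 ± 8.04 (SD, n = 3), a log2 fold change of 1.04 (standard error 0.32). The unadjusted p was 0.0022 and the adjusted p 0.098 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, its log2 fold change was 1.02 and its adjusted p 0.041, and over all alternatives the adjusted p lay between 0.027 and 0.65. Leaving out each library in turn kept the log2 fold change between 0.84 and 1.22. Within the 3 libraries with the lowest Q30 the log2 ratio of the groups was 0.63, and within the other 3 it was 1.12. PTPN5 (ENSBTAG00000020257) had 2, 3 and 1 counts in the inhibitor NC group and 6, 8 and 9 counts in the miR-375 inhibitor group. As the inhibitor NC libraries were all at 3 counts or fewer, the mean of the miR-375 inhibitor group was set against 3 counts, which gave 2.6-fold. The fitted log2 fold change was 1.90 (standard error 0.75), with an unadjusted p of 0.014 and an adjusted p of 0.26 in the same edgeR test. With the replicate block the adjusted p was 0.27, and no alternative brought it under 0.18. For both genes each miR-375 inhibitor library was above each inhibitor NC library (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). DESeq2 gave unadjusted p-values of 0.018 for NR4A1 and 0.043 for PTPN5. From the up-regulation of these 2 genes, the paper proposes that miR-375 may promote inflammation of the mammary gland by way of MAPK signaling.

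**Figure D1:**
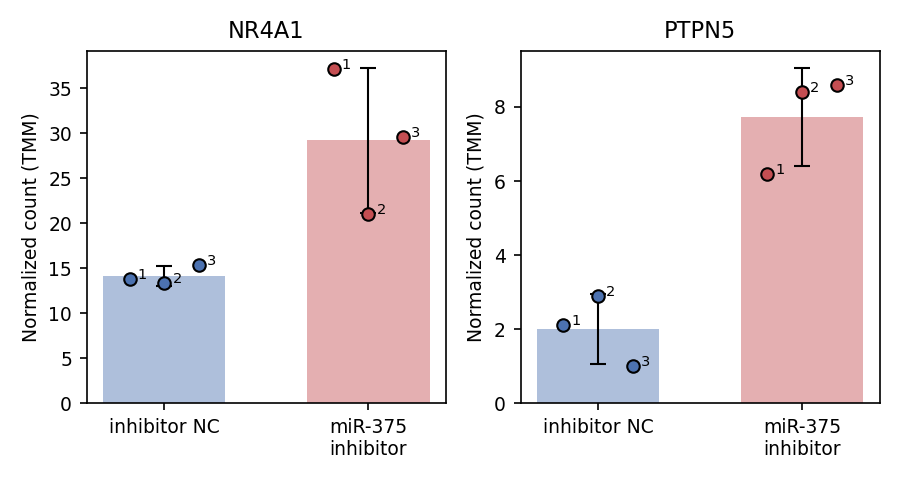
Normalized counts (TMM) of NR4A1 and PTPN5 on the vertical axes for the inhibitor NC and miR-375 inhibitor groups. Bars are means, error bars SD, and points are the 3 libraries of a group, numbered by replicate. In both genes the points of the miR-375 inhibitor group lie above those of the inhibitor NC group.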

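In 46 of the 63 genes of Table S3, or 73.0%, the normalized counts of the groups did not overlap, where chance gives 10% for 3 libraries against 3, although the genes were chosen for their difference. Of these, 34 were lower and 12 higher in the miR-375 inhibitor group. Hierarchical clustering (average linkage, Euclidean distance on standardized log2 values) of the 63 genes parted the 3 inhibitor NC libraries from the 3 miR-375 inhibitor libraries. The same clustering over the 14154 genes with a mean of at least 10 counts placed inhibitor NC replicates 1 and 2 with miR-375 inhibitor replicate 2, and the other 3 libraries together. In a principal component analysis of these 14154 genes, the first component held 31.6% of the variance and the second 21.5%. Over all of them, 17.9% had groups that did not overlap.

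**Figure D2:**
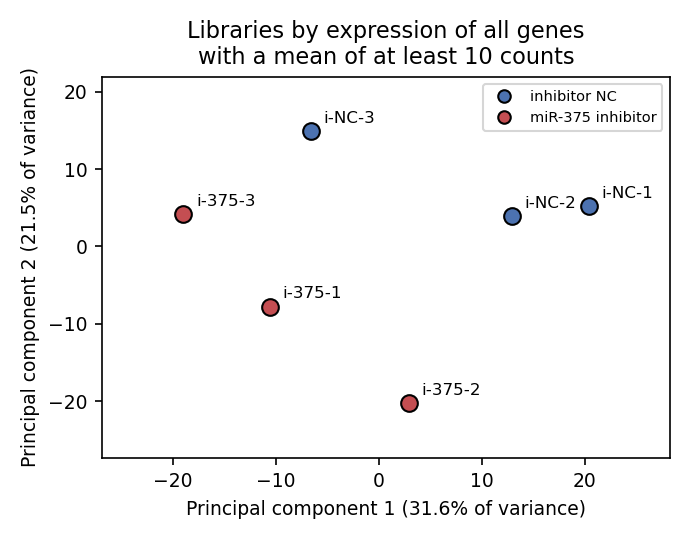
Scores of the 6 libraries on the first (horizontal axis, 31.6% of the variance) and second (vertical axis, 21.5%) principal components of log2 normalized counts, for genes with a mean of at least 10 counts. Points are libraries, coloured by group, and on the first component inhibitor NC replicate 3 lies among the miR-375 inhibitor libraries at -6.6. On the second component, inhibitor NC replicates 1 to 3 lie at 5.2, 3.9 and 14.9, and those of the miR-375 inhibitor at -7.8, -20.3 and 4.2. A straight line across both components parts the groups, which shows little for 6 points in a plane.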

Cluster analysis showed that the high and low expressed genes in the samples were clustered together, indicating that DIE-mRNAs regulate critical processes in bMECs (Figure 3).

### 3.5. Validation of the DIE-mRNAs Using qPCR

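Besides NR4A1 and PTPN5, the genes chosen for qPCR were PADI1, IL6, RAB39B, SERPINF1, DHRS3 and C19H17orf78. PADI1 (ENSBTAG00000002138) had 0, 0 and 1 counts in the inhibitor NC libraries and 4, 7 and 7 in the miR-375 inhibitor libraries. Set against 3 counts it was 2.0-fold higher in the latter, and the fitted log2 fold change was 3.77 (standard error 1.14). Its adjusted p was 0.081 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. C19H17orf78 (ENSBTAG00000025242) had 5, 9 and 8 counts against 1, 1 and 3, and was 2.4-fold lower when set against 3 counts. Its fitted log2 fold change was -2.03 (standard error 0.79), with an adjusted p of 0.26 in the same edgeR test. In both genes the groups did not overlap. DHRS3 (ENSBTAG00000024493) had 119, 110 and 49 counts against 36, 55 and 31, a log2 fold change of -1.16 (standard error 0.23) and an edgeR adjusted p of 0.0015. SERPINF1 (ENSBTAG00000009705) had 58, 40 and 20 counts against 15, 20 and 10, a log2 fold change of -1.36 (standard error 0.33) and an edgeR adjusted p of 0.013. RAB39B (ENSBTAG00000019779) had 23, 19 and 3 counts against 7, 5 and 0, a log2 fold change of -1.85 (standard error 0.62) and an edgeR adjusted p of 0.14. In these last 3 genes and in IL6, replicate 3 had the lowest count of its group in both groups, and the groups overlapped. Over genes with at least 10 counts in total, the edgeR adjusted p was 0.2 for DHRS3, 0.23 for SERPINF1 and 0.38 for RAB39B. With the replicate number as a block over all genes it was 5.4e-08, 0.00027 and 0.05. With so few libraries, these values of the edgeR adjusted p rest on a dispersion borrowed across genes. Without inhibitor NC replicate 1 it was 0.5, 0.62 and 0.76, and without inhibitor NC replicate 3 it was 1.4e-11, 2.7e-06 and 0.0013. For PADI1 it was 0.5 without the former library and 0.046 without the latter. Within the 3 libraries with the lowest Q30, the log2 ratio of the groups was -1.25 for SERPINF1, and DHRS3 fell by 1.00 on that scale. Within the other 3 libraries the log2 ratios were -0.62 for SERPINF1 and -0.50 for DHRS3. For RAB39B they were -2.02 within the former libraries and 0.32 within the latter, which rests on 3 counts in inhibitor NC replicate 3 against 7 and 0. GAPDH and RPS18, the internal controls of the qPCR, were not analysed here, as Tables S2 and S3 as read here do not pair them with an identifier.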

The expression pattern of eight DIE-mRNAs (three up-regulated and five down-regulated genes) based on RNA-seq was validated using qPCR analysis (Figure 4). The qPCR results were consistent with the RNA-seq results, confirming the accuracy and reliability of the RNA-seq results.

### 3.6. GO Enrichment and KEGG Analyses of the DIE-mRNAs

The 63 DIE-mRNAs were annotated to molecular function (MF), biological process (BP), and cellular components (CC) through GO enrichment analysis (Table S4). These DIE-mRNAs enriched nuclear membrane and nuclear envelope under CC. 

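Among the 15 genes that were higher in Table S3, NR4A1 was the single gene behind every term of Table S4, namely 4 CC, 9 MF and 80 BP terms. The lower genes behind Table S4 were 8 in BP, 6 in MF and 6 in CC, with IL6, OLR1, RAB39B and RPE65 in all 3 categories. A single gene supported 356 of the 426 BP terms, 53 of the 54 MF terms and 27 of the 29 CC terms of the lower genes. SLC24A1, DHRS3, LUM and SERPINF1 made up the rest of these 8 genes. Of the 9 genes behind Table S4, 5 had an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, namely DHRS3, IL6, OLR1, RPE65 and SERPINF1.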

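Both CC terms rested on NR4A1, the only one of the higher genes with a CC annotation in Table S4. By the term sizes of that table, 74 of 4788 annotated background genes belonged to nuclear membrane and 102 to nuclear envelope. The one-sided hypergeometric p recomputed for 1 gene of 1 was 0.0155 and 0.0213, and the paper's adjusted p was 0.0426 for each term.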

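The 2 DNA-binding terms of MF rested on NR4A1 alone, with 42 of the 3922 MF background genes of Table S4 in DNA-binding transcription activator activity and 124 in DNA-binding transcription factor activity. The recomputed hypergeometric p was 0.0107 and 0.0316, against adjusted p-values of 0.0482 and 0.0569 that are the paper's. Growth factor receptor binding rested on IL6, 1 of 6 lower genes with an MF annotation, and held 25 background genes, which gave a hypergeometric p of 0.0377. The paper's adjusted p for it was 0.198.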

For MF, the DIE-mRNAs enriched DNA-binding transcription activator activity, DNA-binding transcription factor activity, and growth factor receptor binding. However, the enriched BP included regulation of epithelial cell proliferation, intracellular receptor signaling, and extracellular structure organization (Figure 5a). 

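Regulation of epithelial cell proliferation and the intracellular receptor signaling pathway were terms of the higher genes and held NR4A1 alone, with 65 and 48 of the 4535 BP background genes. Their recomputed hypergeometric p was 0.0143 and 0.0106, and the paper's adjusted p was 0.0664 for each. Extracellular structure organization held LUM and IL6, 2 of 8 lower genes with a BP annotation against 42 background genes, with a hypergeometric p of 0.00226 and a paper's adjusted p of 0.0689. LUM (ENSBTAG00000001745) had 11, 7 and 0 counts in the inhibitor NC libraries and 0, 0 and 2 in the miR-375 inhibitor libraries. Set against 3 counts it was 2.0-fold lower in the latter, and the fitted log2 fold change was -2.95 (standard error 1.11). Its adjusted p was 0.22 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the groups overlapped.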

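The MAPK signaling pathway held NR4A1 and PTPN5, 2 of the 3 higher genes with a KEGG annotation in Table S5, the other being PDE4A. By that table's sizes, 292 of 8984 background genes belonged to the pathway, which gave a hypergeometric p of 0.00309, and the paper's adjusted p was 0.0278. Cortisol synthesis and secretion held NR4A1 alone, with 67 background genes, a hypergeometric p of 0.0222 and a paper's adjusted p of 0.0624. Retinol metabolism held RPE65 and DHRS3, 2 of 13 annotated lower genes, with 72 background genes, a hypergeometric p of 0.00467 and a paper's adjusted p of 0.299. RPE65 (ENSBTAG00000020494) had 52, 51 and 48 counts in the inhibitor NC libraries and 25, 24 and 25 in the miR-375 inhibitor libraries. Its normalized counts were 50 ± 4.82 (SD, n = 3) and 24.9 ± 0.954 (SD, n = 3), with a standard error of 0.24 on the log2 scale and an adjusted p of 0.013 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out each library in turn kept its log2 fold change between -1.05 and -0.92, but over all alternatives its adjusted p lay between 0.00088 and 0.35.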

Meanwhile, the KEGG pathway enrichment analysis revealed that the DIE-mRNAs mainly enriched the mitogen-activated protein kinase (MAPK) signaling pathway, retinol metabolism, and cortisol synthesis and secretion (Table S5 and Figure 5b).

## 4. Discussion

This study found that silencing miR-375 down-regulated and up-regulated the expression of 48 and 15 mRNAs, respectively, in MAC-T cells. Regulation of miRNA is a complex process that affects gene expression in the entire cell. MiRNA is directly regulated for some genes, and indirectly regulated for a large number of genes [9]. Therefore, this may be the reason why the down-regulated genes were more abundant than the up-regulated ones after silencing of miR-375. GO revealed that the 63 DIE-mRNAs regulated several biological processes, including regulation of epithelial cell proliferation, the intracellular receptor signaling pathway, and extracellular structure organization. KEGG enrichment analysis further revealed that the DIE-mRNAs regulate the MAPK signaling pathway, retinol metabolism, and cortisol synthesis and secretion. The MAPK signaling pathway regulates the growth and differentiation of cells, adaptation to environmental stress, inflammation, and other important cellular physiological and pathological processes [30,31,32]. In addition, the MAPK signaling pathway participates in the occurrence of mastitis in dairy cows [33]. Other signaling pathways were not closely related to the function of bMECs.

KEGG analysis further revealed that inhibiting miR-375 up-regulated the expression of *PTPN5* and *NR4A1* genes, all regulated via the MAPK signaling pathway. NR4A1 (also called Nur77) is a member of the orphan nuclear receptor family 4A (NR4A), which regulates inflammation and immunity [34,35]. The anti-inflammatory gene *NR4A1* is rapidly expressed in the early stages of inflammatory upon entry of stimuli such as lipopolysaccharide (LPS), or secretion of cytokines such as interleukin-1β (IL-1β), and tumor necrosis factor α (TNF-α) [36]. It indicated that NR4A1 might be an important mediator in the early inflammation. NF-κB plays a critical role in regulating inflammation [37,38]. In vascular endothelial cells, NR4A1 up-regulates IκBα expression but inhibits the activation of NF-κB by binding to the IκBα promoter [39]. NR4A1 modulates the expression of NF-κB by directly interacting and blocking the binding of p65 to its κB, inhibiting the secretion of pro-inflammatory cytokines [40]. Modulating NR4A1 expression induces NF-κB dependent activation of macrophages [41]. The interaction between NR4A1 and NF-κB/p65 in microglia alleviates brain injury caused by cerebral ischemia, thus inhibiting neurogenic inflammation [42]. NR4A1 inhibited LPS-induced inflammation in acute liver injury by directly binding to TRAF6 [43]. Therefore, NR4A1 may be a potential target for regulating and preventing inflammation in bMECs. Meanwhile, miR-375 modulates mastitis in dairy cows by regulating the expression of *NR4A1*.

Reversible phosphorylation of tyrosine residues plays a key role in many signaling pathways [44], catalyzed by protein tyrosine phosphatases (PTPs) [45]. In humans, the *PTP* genes have been linked to several diseases and, thus, potential therapeutic targets in such complications [46]. *PTP* genes are divided into four families. The non-receptor protein tyrosine phosphatase (PTPN) belongs to the class I family [47]. The *PTPN* gene family members regulate numerous physiological processes and participate in the development and pathogenesis of numerous diseases [47,48,49]. PTPN5 (also known as striatum-enriched protein tyrosine phosphatase (STEP)) mainly participates in regulating neuronal signal transduction, and abnormal expression of this protein impairs motor control and cognitive function [50,51]. PTPN5 binds and reduces the affinity to MAPK substrates, negatively regulating the activity and cell localization of MAPK family members. These events block the kinase nuclear translocation of some cellular functions, such as inflammation [52]. In vivo studies revealed that PTPN5 inhibits the growth of breast tumors by blocking the epidermal growth factor (EGF)-induced MAPK signaling pathway [53]. Additionally, high PTPN5 activity decreases with aging [54], whereas PTPN5 deficiency induces neuronal inflammation and exacerbates ischemic brain injury [55]. Inhibition of PTPN5 reverses cognitive deficit impairment in mouse models with Alzheimer’s disease [56]. Our RNA-seq results revealed that PTPN5 modulates inflammation by inhibiting the MAPK signaling pathway in the mammary gland of dairy cows with mastitis. Therefore, silencing miR-375 alleviates mastitis in cows by promoting *PTPN5* expression and while inhibiting the MAPK signaling pathway.

It is worth noting that IL-6 is a key inflammatory cytokine. The infected mammary glands can promote the secretion of IL-6 and initiate the inflammatory response and body immunity by activating various signaling pathways [57]. It has been reported that the expression of IL-6 is positively correlated with the severity of mastitis in dairy cows [57,58]. We found that inhibition of miR-375 down-regulated *IL-6* expression. Therefore, the down-regulation of IL-6 in the miR-375 inhibition group suggested that inhibition of miR-375 might alleviate the inflammatory response.

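IL6 (ENSBTAG00000014921) had 336, 273 and 134 counts in replicates 1 to 3 of the inhibitor NC group and 109, 141 and 82 counts in those of the miR-375 inhibitor group. Its normalized counts were 249 ± 115 (SD, n = 3) and 113 ± 34.9 (SD, n = 3), and inhibitor NC replicate 3 lay within the range of the miR-375 inhibitor group. The log2 fold change was -1.14 (standard error 0.18, adjusted p = 7.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, it was -1.10 with an adjusted p of 1.4e-17. With so few libraries, a p this small rests on a dispersion borrowed across genes. The robust version of the edgeR test gave an adjusted p of 0.55, the fit to genes with at least 10 counts in total 0.18, and leaving out inhibitor NC replicate 1 gave 0.47 with a log2 fold change of -0.79. Over all alternatives the adjusted p lay between 3.8e-25 and 0.67. DESeq2 gave an unadjusted p of 0.02 for the same log2 fold change. Within the 3 libraries with the lowest Q30 the log2 ratio of the groups was -1.06, and within the other 3 it was -0.43.

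**Figure D3:**
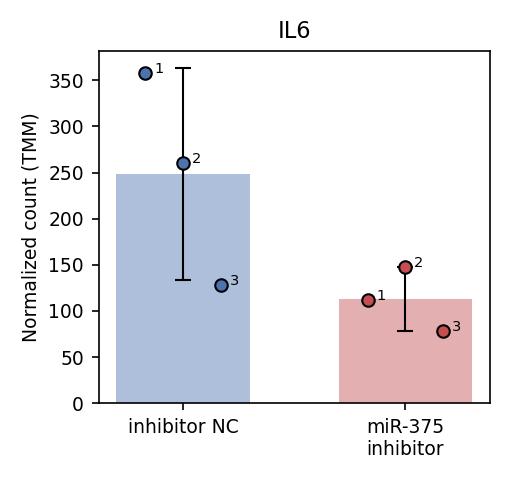
Normalized counts (TMM) of IL6 on the vertical axis for the inhibitor NC and miR-375 inhibitor groups. Bars are means, error bars SD, and points are the 3 libraries of a group, numbered by replicate. The point of inhibitor NC replicate 3 lies within the range of the miR-375 inhibitor libraries.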

## 5. Conclusions

In summary, miR-375 silencing dysregulated the expression of 63 mRNAs in bMECs. Additionally, miR-375 silencing increased the expression of *NR4A1* and *PTPN5* genes, all anti-inflammatory genes, via the MAPK signaling pathway. Given silencing of miR-375 significantly up-regulates *NR4A1* and *PTPN5* gene expression, miR-375 potentially promotes inflammation in the mammary gland through the MAPK signaling pathway. The findings of this study provide a new perspective on treating mastitis in cows.

## Figures and Tables

**Figure 1:**
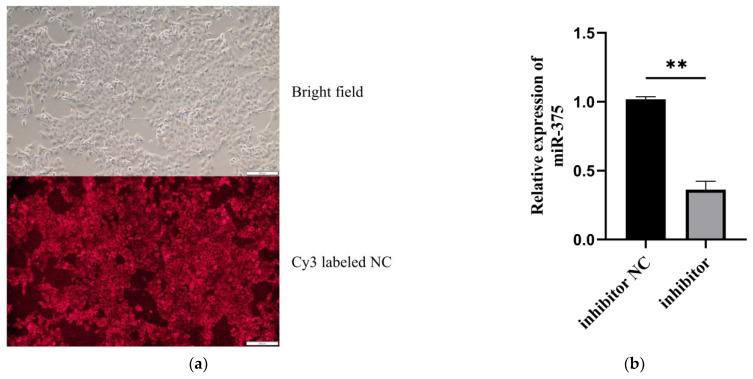
The miR-375 silencing efficiency in MAC-T. (**a**) Cy3-labeled inhibitor NC transfected into the cells detected using an inverted fluorescence microscope. (**b**) Analysis of miR-375 silencing efficiency in MAC-T using qPCR, ** *p* < 0.01.

**Figure 2:**
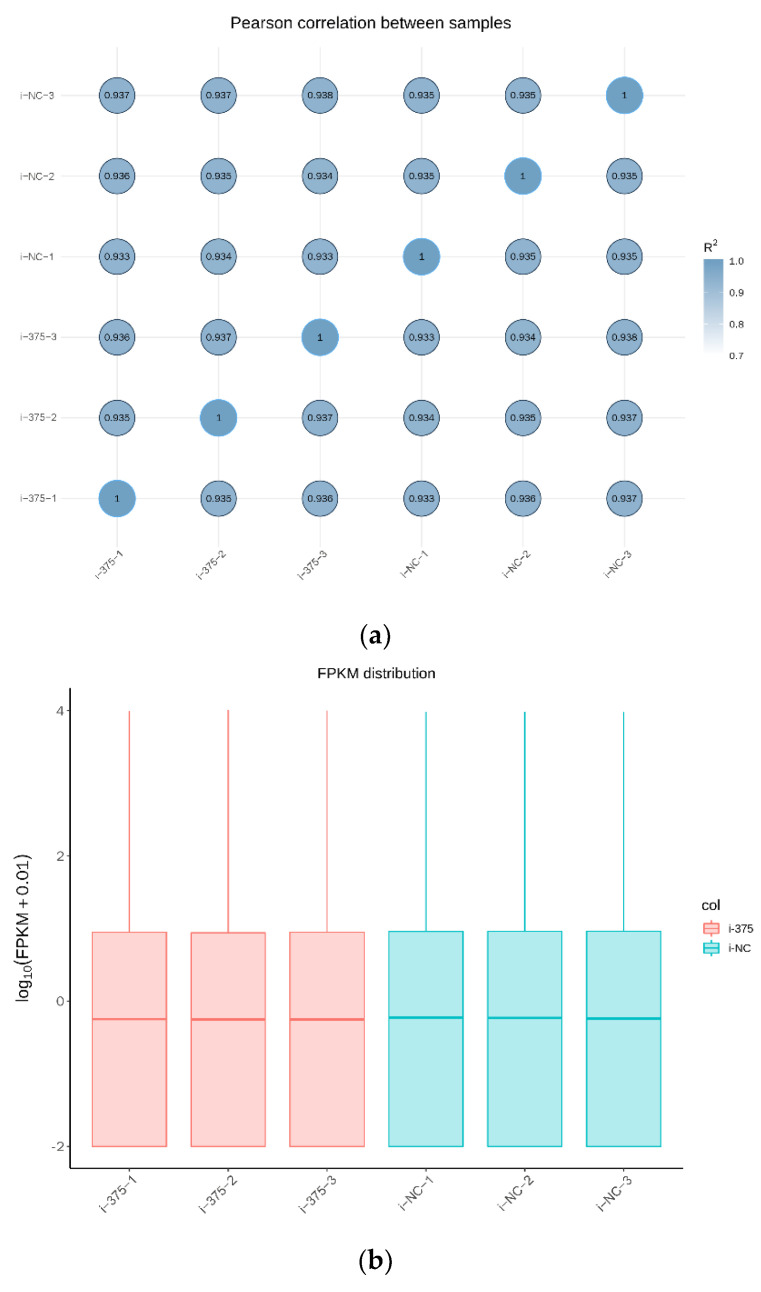
The correlation between samples and overall expression of mRNA in MAC-T. (**a**) Pearson’s correlation analysis between samples. (**b**) Box-plot diagram of the FPKM of each sample.

**Figure 3:**
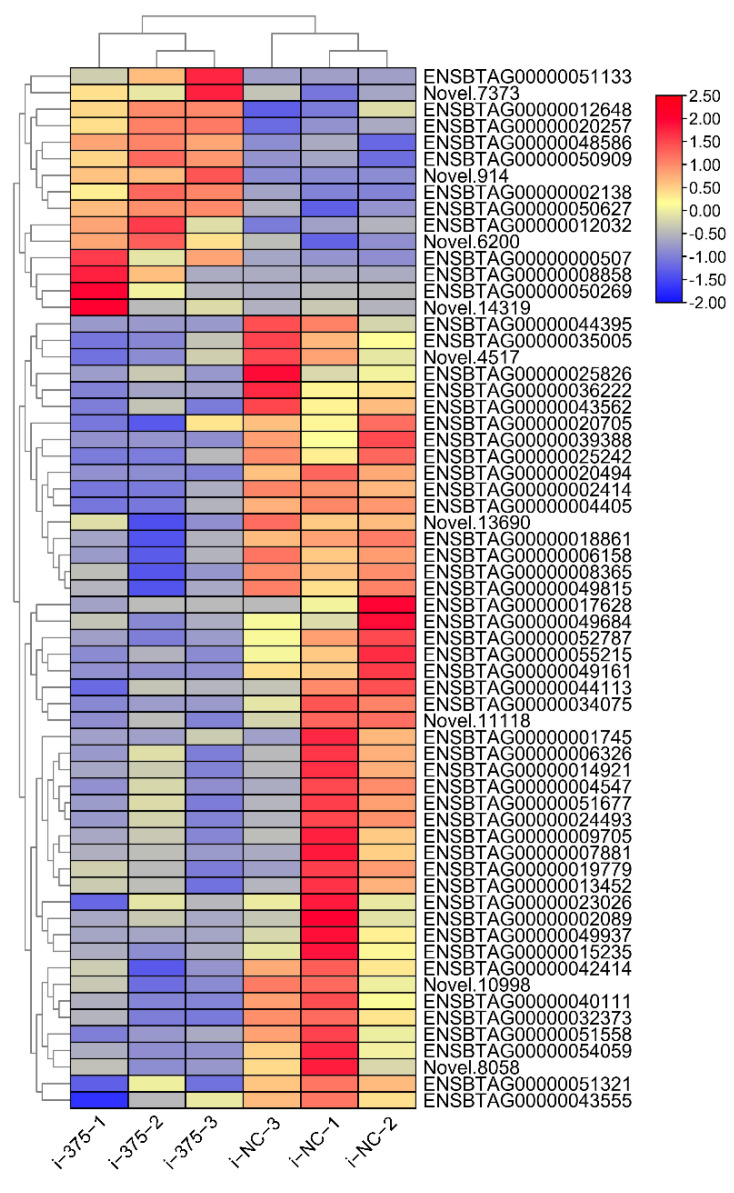
Cluster heat map of DIE-mRNAs between the miR-375 inhibitor and inhibitor NC groups.

**Figure 4:**
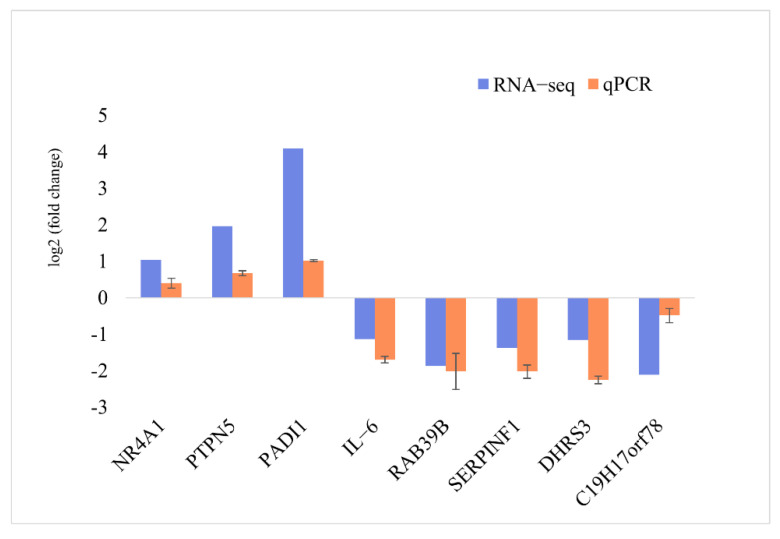
qPCR validation of the DIE-mRNAs identified by RNA-seq analysis.

**Figure 5:**
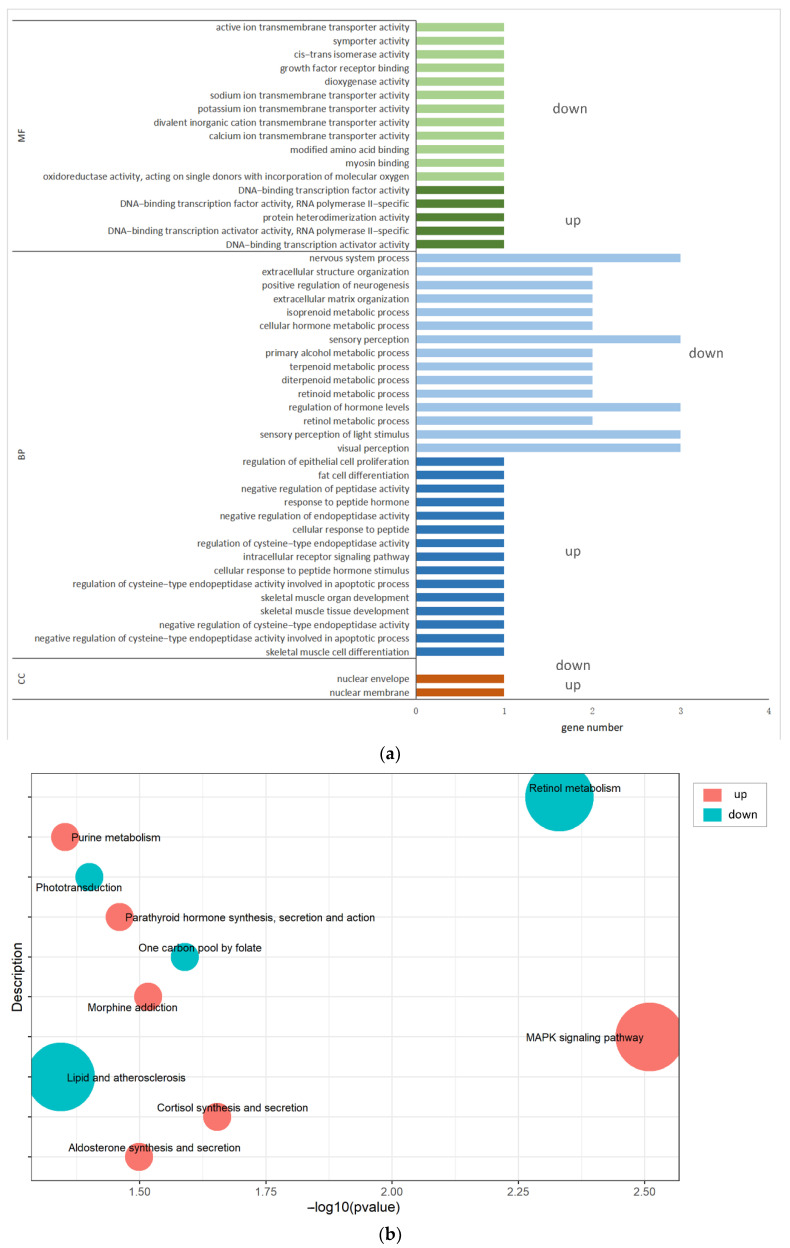
GO enrichment and KEGG signaling pathway analysis of the DIE-mRNAs in bMECs after miR-375 silencing. (**a**) GO enrichment of the DIE-mRNAs in bMECs (*p* < 0.05). (**b**) KEGG enrichment analysis of the DIE-mRNAs in bMECs (*p* < 0.05).

**Table 1:** qRT-PCR primers.

Gene Name	Primer Sequence (5′-3′)	Product Length/bp
miR-375	F: CTCTGCTTTTGTTCGTTCGG	64
	R: AGTGCAGGGTCCGAGGTATT	
*NR4A1*	F: CGGCTTTGCTGAACTGTCTC	80
	R: CCAGACGGAGGATAAAGAGC	
*PTPN5*	F: AGGGCTTCGGCTATCTCAT	228
	R: TGTGAGGGTTGGGAAGGAT	
*PADI1*	F: ACCTGTCCTACGCAGTGGC	139
	R: TCAGGCAGGGTCTTGGTG	
*IL-6*	F: CACTCCATTCGCTGTCT	227
	R: GTGTCTCCTTGCTGCTT	
*RAB39B*	F: TTACCAACCGCAGGTCTTTCC	164
	R: ATACGCAGCAGCCAGTTTCTC	
*SERPINF1*	F: CGCCAATGTGCTGCTGTCT	135
	R: CCGTGGATGTCTGGGTTACTG	
*DHRS3*	F: AATGCCTGAAGGAGACGACG	224
	R: GGTGTTGATGTGCTGGGACTT	
*C19H17orf78*	F: TGGTTCTGGGAGCAAAGTGA	271
	R: AGGAGTTACGGAGGTAGTAGTGG	
*GADPH*	F: GGCATCGTGGAGGGACTTATG	186
	R: GCCAGTGAGCTTCCCGTTGAG	
*RPS18*	F: GTGGTGTTGAGGAAAGCAGACA	79
	R: TGATCACACGTTCCACCTCATC	

**Table 2:** Quality assessment and comparison of sequencing data with reference genomes.

Group	Sample	Raw Reads	Error (%)	Q30 (%)	GC (%)	Clean Reads	Clean Bases	Total Mapped
Inhibitor group	i-375-1	43,314,930	0.03	93.24	47.38	43,038,262	5.95G	41,300,139 (95.96%)
	i-375-2	42,091,914	0.03	92.55	47.27	41,737,124	5.77G	39,883,875 (95.56%)
	i-375-3	46,367,836	0.03	93.29	47.23	46,051,060	6.37G	44,258,208 (96.11%)
Inhibitor NC group	i-NC-1	41,433,410	0.03	93.02	47.07	41,141,648	5.7G	39,472,120 (95.94%)
	i-NC-2	46,829,314	0.03	92.6	47.08	46,481,256	6.42G	44,516,188 (95.77%)
	i-NC-3	46,103,512	0.03	93.28	47.05	45,797,992	6.33G	44,030,956 (96.14%)

## Data Availability

The RNA-seq data (GSE197498) were uploaded to GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197498 (accessed on 26 February 2022)).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani12111431/s1, Table S1: The list of RNA quality in the miR-375 inhibitor and inhibitor NC groups; Table S2: The list of FPKM for each gene in miR-375 inhibitor and inhibitor NC group; Table S3: The list of DIE-mRNAs in the miR-375 inhibitor vs. inhibitor NC groups; Table S4: The list of GO enrichment analysis results for DIE-mRNAs; Table S5: The list of KEGG enrichment analysis results for DIE-mRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

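RNA-seq of MAC-T cells was analysed in 6 libraries, 3 from cells transfected with 100 nM miR-375 inhibitor and 3 from cells transfected with 100 nM inhibitor NC, all collected 48 h after transfection. Each library's group and replicate number came from its GEO labels and from the library names of Table 2. For each library, the authors deposited raw counts per gene: clean reads were mapped with HiSAT2 to the bovine genome, which the paper names as UMD 3.1, and counted on genes with FeatureCounts, without normalization or a filter on low counts. The genome build was not checked, and no coordinates are given.

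The table held 29154 genes, and totals of counts per library ran from 14479278 to 16324556 with 3 counts taken as the floor. The floor covers the counting error of the lower group only, and fold changes against it leave out the error of the other group. Symbols were taken from Table S3 and from the first 1997 rows of Table S2, which are the rows given here, and paired 1410 identifiers. The RefSeq gene list of assembly ARS-UCD2.0 had no Ensembl identifiers to match. It listed 33 of the 38 symbols of Table S3. The genes named in the text were chosen by a rule written before the data were examined: the 8 genes of the qPCR, its reference genes, the genes behind the GO and KEGG terms that the paper names, the 5 genes with the smallest p in Table S3, the targets of miR-375 named in the introduction, the 5 genes that rose and the 5 that fell most among those with an adjusted p under 0.05, a mean of at least 10 counts and groups that did not overlap, and members of 5 gene sets with p under 0.05. Identifiers without a symbol are given for at most 2 genes in each direction. OLR1, SLC24A1 and PDE4A are outside this rule and are named as members of the paper's terms.

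Groups were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment) over the 20755 genes with at least 1 count in any library, without a block. The biological coefficient of variation was 0.0653 and the prior degrees of freedom 51.4. Alternatives fixed before the data were examined were DESeq2 1.42.0, DESeq2's size factors in edgeR, genes with at least 10 counts in total, filterByExpr, the robust fit, the replicate number as a block, genes with Ensembl identifiers alone, and each library left out in turn. The pairing by replicate number comes only from the numbers in the labels, as neither the labels nor the paper's text says that same-numbered libraries were transfected together. Alternatives chosen after the data were seen were DESeq2 without independent filtering, DESeq2 on genes with at least 10 counts in total, a surrogate variable from sva 3.50.0, and the division by the Q30 of Table 2 as a covariate in edgeR and in DESeq2. Every split of the libraries into 3 and 3 was fitted, 10 in all. Correlations, permutations, clustering and principal components were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, on log2 values with a pseudocount of 1 unless another is given. Permutation tests were exact and two-sided.

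The scripts were tested on simulated data: counts were drawn for 20136 genes with dispersions estimated from the data. Of these, 200 genes with a mean of at least 10 counts were changed by at least 1 on the log2 scale. At an adjusted p under 0.05, edgeR recovered 188 of the 200 with 23 false calls, and DESeq2 177 with 8 false calls. False calls thus made up a larger share than 0.05 with edgeR and a smaller one with DESeq2. The recovery does not carry over to genes of fewer counts or to smaller changes. In the data, the median absolute log2 fold change of genes with an edgeR adjusted p under 0.05 was 0.34. By the paper's criterion, 176 unchanged genes passed with edgeR and 43 with DESeq2. Hypergeometric p-values were recomputed from the counts and background sizes of Tables S4 and S5.

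Several items were left out. Tests of 5 gene sets (interferon-stimulated genes, inflammatory cytokines, ATF4 targets, MAPK output and immediate early genes) were void, because between 3.3% and 16.7% of the members were paired with an identifier, where 80% were required. Sites for miR-375 in 3′ untranslated regions were not analysed here, and neither were checks on gene length or GC content. Of the 4 targets named in the introduction, 1 was paired with an identifier, PIK3CA. The gene of miR-375, GAPDH, RPS18 and the qPCR measurements were not analysed here.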

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

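Outside the 63 genes of Table S3, 336 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a signal in genes that the paper does not discuss. The filter on low counts, DESeq2 and the replicate block were set in advance as alternatives, while their use as tests of an explanation, the division by Q30 and the test of the most abundant genes were chosen after the result was seen. The median absolute log2 fold change over all 350 genes with an adjusted p under 0.05 was 0.34, below the fold change of the paper's criterion. Of the genes outside Table S3 named by the rule, ENSBTAG00000014669 had normalized counts of 417 ± 15 (SD, n = 3) in the inhibitor NC group and 725 ± 239 (SD, n = 3) in the miR-375 inhibitor group (log2 fold change 0.80, standard error 0.12, edgeR adjusted p = 9.6e-06, from 4.8e-23 to 0.47 over the alternatives). ENSBTAG00000023851 had 264 ± 36.4 (SD, n = 3) and 396 ± 52.1 (SD, n = 3) (log2 fold change 0.59, standard error 0.10, edgeR adjusted p = 0.00033, from 1.7e-08 to 0.29). Both were higher in each of the miR-375 inhibitor libraries than in each inhibitor NC library. Within the 3 libraries with the lowest Q30 in Table 2, the log2 ratio of the groups was 0.11 for ENSBTAG00000014669 and 0.46 for ENSBTAG00000023851, and within the other 3 libraries it was 1.03 and 0.49.

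A first technical explanation is the moderation of the dispersion, which borrows strength across genes and includes those with few counts. Once genes with under 10 counts in total were removed, the prior degrees of freedom fell from 51.4 to 9.46 and 0 genes had an adjusted p under 0.05, while 1972 still had an unadjusted p under 0.05. The result in edgeR therefore depends on this choice. DESeq2, which moderates the dispersion in another way, gave 75 genes when fitted to all 20755 genes, all of them among the 350. It gave 66 after the same genes were removed, a fit added after the data were seen. Its independent filtering leaves genes of low counts without an adjusted p in both fits, so 75 against 66 says little about them. Without that filtering, also chosen after the data were seen, DESeq2 gave 39 genes.

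A second is the grouping of the libraries. Over the 10 splits of the 6 libraries, 2 gave at least as many genes with an adjusted p under 0.05 in edgeR, the real one included. Same-numbered libraries are parted in 4 of the splits, and among these 1 gave as many, the real one, with 0 genes in each of the others, where 621, 502 and 501 genes had an unadjusted p under 0.05 against 2206 in the real split. With DESeq2, the real split gave 75 genes and each of these others 0, with 149, 108 and 148 at an unadjusted p under 0.05 against 1169. The other 6 splits part 1 same-numbered pair. With the replicate number as a block in edgeR, 840 genes had an adjusted p under 0.05, and all of the 350 were among them. Whatever their outcome, so few splits cannot give a share under 0.05, so they do not decide whether a chance arrangement of the libraries is the cause. The split with the most genes, 739, put inhibitor NC replicates 1 and 2 with miR-375 inhibitor replicate 2, which are also the 3 libraries with the lowest Q30 in Table 2. That match was looked for after the split was seen, and the largest step in Q30 lies elsewhere, between 92.6 and 93.02, both values of libraries on one side of the split. It therefore does not show that a batch lies behind the split. Each side holds a single library of one group, so a batch of this kind and the condition cannot be fully told apart. With that division as a covariate, 856 genes had an adjusted p under 0.05, and these include 331 of the 350.

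The library totals of the groups overlapped. The 10 most abundant genes took a larger share of the counts in each miR-375 inhibitor library, from 7.1% to 7.4%, than in each inhibitor NC library, from 6.8% to 6.9%, but this difference would shift all other genes by at most 0.009 on the log2 scale, against the median of 0.34, and DESeq2's size factors in place of TMM gave 358 genes. These values go against an explanation by a few genes that take many counts. GC content and length bias were not tested, for want of lengths. The condition is the biological explanation that the design gives, but the number of libraries does not decide between it and a chance arrangement. An RNA quality measure of Table S1 and the GC content of Table 2 also parted the groups without overlap, as given under Other observations. A factor behind either of them cannot be told apart from the condition, and a batch that follows Q30 not fully.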

How the results depend on the processing

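The number of genes with an adjusted p under 0.05, 350 in edgeR, was 75 with DESeq2, 0 with at least 10 counts in total, 0 with filterByExpr (1972 and 1844 genes had an unadjusted p under 0.05) and 840 with the replicate block. It was from 0 to 756 genes across the 6 fits that each left out one replicate, and 0 without inhibitor NC replicate 1, where 1543 genes had an unadjusted p under 0.05. Of the 350 genes, all 350 were among the 840 of the replicate block. Among the alternatives chosen after seeing the data, DESeq2 without independent filtering gave 39 genes, DESeq2 with at least 10 counts in total 66, the surrogate variable 1264, the Q30 group as a covariate 856 and DESeq2 with that covariate 222. DESeq2's size factors (358), the robust fit (269) and Ensembl identifiers alone (349) stayed within 1.5 times. The share of lower genes changed with the test: 249 of 350 in edgeR, 41 of 75 with DESeq2, 520 of 840 with the replicate block. The cause was not tested, apart from the prior degrees of freedom, which were 51.4 over all genes, 9.46 with at least 10 counts in total and 8.26 with filterByExpr.

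The number that met the paper's criterion, 186, was 63 with DESeq2, 47 with filterByExpr and 99 with the replicate block. It was from 118 to 238 genes across the fits that each left out one replicate, 120 with the Q30 group as a covariate, 38 with DESeq2 and that covariate and 66 with DESeq2 and at least 10 counts in total, the last 3 chosen after seeing the data. DESeq2's size factors (186), at least 10 counts in total (154), the robust fit (218), Ensembl identifiers alone (164) and the surrogate variable (129) stayed within 1.5 times. The cause was not tested. Of the 63 genes of Table S3, 62 met the criterion in edgeR, 33 with filterByExpr, 43 with the Q30 covariate in edgeR and 28 with DESeq2 and that covariate. The cause was not tested for the last. In filterByExpr, genes of low counts were not fitted. The number without overlap between groups, 46, stayed within 1.5 times under DESeq2's size factors and raw counts.

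The mean r between libraries, 0.9968 on log2(CPM + 1), was 0.9647 on log10(CPM + 0.01), 0.9957 with at least 10 counts in total and 0.9858 with Spearman's rho. Its R squared on log10(CPM + 0.01) over all genes in the table, added after seeing the data, was 0.9640. The mean r within groups stayed above that between groups under each of the scales tried. The median log10(CPM + 0.01), -0.308 on average, was 0.171 with a pseudocount of 1 and 1.167 with at least 10 counts in total, as the scale and the genes differ.

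For the 24 genes chosen by the rule, the direction was the same under each alternative that fitted them. Of the comparisons of a gene with an alternative, 299 kept their side of an adjusted p of 0.05, 120 no longer passed it and 7 passed it only under the alternative, where a DESeq2 adjusted p left out by its own filter counted as not passing. The depth limits PTPN5, PADI1, C19H17orf78 and LUM most, with a group at 3 counts or fewer, so that the size of their fold changes is uncertain. The alternatives set for the miR-375 seed sites and for the 5 gene sets were not run, as the 3′ untranslated regions were not used here and too few members were paired with an identifier.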

Differences from the paper's values

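The paper's number of DIE-mRNAs is 63, and edgeR gave 186 genes by the same criterion. The paper's number of lower genes is 48 against 118, and its number of higher genes is 15 against 68. With DESeq2, the tool the paper's methods name, the numbers were 63, 48 and 15, and the genes were those of Table S3; DESeq2 without independent filtering, chosen after seeing the values, gave the same numbers. DESeq2 with at least 10 counts in total, also chosen after seeing the values, gave 66, 51 and 15. With filterByExpr they were 47, 34 and 13, within 1.5 times of the paper's. The replicate block came within 1.5 times of the paper's number of lower genes alone, with 70, but not of the total, 99, or of the higher genes, 29. The other alternatives set before the data were examined did not close the gap: DESeq2's size factors gave 186, at least 10 counts in total 154, the robust fit 218, Ensembl identifiers alone 164, and the fits without one library from 118 to 238.

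R squared between libraries is about 0.94 in Fig. 2a, read by eye, and its mean over 15 pairs was 0.994 on log2(CPM + 1). It was 0.931 on log10(CPM + 0.01), 0.993 on CPM without a log and 0.991 with at least 10 counts in total. None of the alternatives set before the data were examined came within the spread between pairs, 0.0022 on log10(CPM + 0.01). A reading by eye is coarser than that spread, and the scale and genes behind the figure were not found. The nearest of these values, 0.931, is therefore not shown to differ from the paper's. Over all genes in the table, chosen after seeing the values, R squared was 0.9640.

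The paper places RPE65 among its DIE-mRNAs. In edgeR it fell by 1.00 on the log2 scale and did not exceed the criterion, which it did with DESeq2, where it also fell by 1.00 after rounding.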

Other observations

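Of the tests below, the test of the co-variation of the higher genes was set before its result was seen and the others after. All patterns here were found and tested on the same data.

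The deposited counts gave as many genes by the paper's criterion in other splits of the 6 libraries: in edgeR, 4 of the 10 splits had at least as many, the real one included, and with DESeq2 2 of the 10 had. Among the 4 splits that part all same-numbered pairs, 1 had as many in edgeR and 1 with DESeq2, the real one in each case. The others gave 152, 167 and 134 genes in edgeR against 186, and 42, 30 and 28 with DESeq2 against 63. With 3 libraries against 3 the share of splits cannot go low enough to tell the real grouping from a chance one. Chance variation may contribute to the criterion without adjustment. In counts simulated with counting noise and a dispersion between libraries, 43 unchanged genes passed it with DESeq2, against the 63 of Table S3. The share of counting noise alone was not tested.

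The split that gave the most genes, 739 with an adjusted p under 0.05 in edgeR and 85 by the paper's criterion with DESeq2, put inhibitor NC replicates 1 and 2 and miR-375 inhibitor replicate 2 against the rest. The 3 former libraries have the lowest Q30 in Table 2, but this was noticed after the split was seen, so whether a difference in handling or library batch lies behind it cannot be told. The paper's text names no batch. A difference in library size was also tested: the surrogate variable correlated with the total count with Pearson's r of -0.77 and Spearman's rho of -0.77 (exact permutation p = 0.10 for each, 1 relation computed), and r was -0.31 without the 2 libraries farthest from the median total, so library size was neither shown nor excluded. No biological explanation was tested, as no condition follows this split.

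Among the inhibitor NC libraries, the 48 lower genes of Table S3 were lowest in replicate 3, whose mean over them was 0.41 on a centred log2 scale, against 1.01 and 0.78 in replicates 1 and 2; the miR-375 inhibitor libraries lay between -0.76 and -0.70. Their deviations from the group means had a mean pairwise correlation of 0.05, at percentile 98.8 among 10000 random lists matched on mean count. This is consistent with a factor that differs between libraries of one group and moves some of these genes together. For the 15 higher genes, the mean was -0.07, at percentile 0.5, which goes against a factor that moves most of them in one direction. As the mean keeps the sign, it does not test a factor that raises some of them and lowers others. For the lower genes, whether the factor is technical or a response to the treatment that varied between cultures could not be told apart.

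By the paper's Table S1, OD260/230 was 1.08, 1.21 and 1.43 in the inhibitor NC samples and 1.61, 1.71 and 1.55 in the miR-375 inhibitor samples. By its Table 2, GC content was from 47.05% to 47.08% and from 47.23% to 47.38%. Both measures parted the groups without overlap, so they cannot be told apart from the treatment.

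PIK3CA (ENSBTAG00000009232), which the introduction names as a target of miR-375, had normalized counts of 888 ± 76.2 (SD, n = 3) in the inhibitor NC group and 830 ± 84.1 (SD, n = 3) in the miR-375 inhibitor group, a log2 fold change of -0.10 (standard error 0.08, adjusted p = 0.71 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.2 to 1 over the alternatives). The difference was smaller than the SD of either group.

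Among members of the gene sets fixed in advance, IFIT1 had 183, 104 and 19 counts in the inhibitor NC libraries and 21, 30 and 8 in the miR-375 inhibitor libraries, with a log2 fold change of -2.36 (standard error 0.37, edgeR adjusted p = 4.2e-05, from 5.1e-37 to 0.65 over the alternatives). ALDH1L2 had 1451, 1179 and 583 counts against 411, 682 and 323, with a log2 fold change of -1.16 (standard error 0.17, edgeR adjusted p = 9.6e-06, from 2.4e-72 to 0.77). The groups overlapped in both genes, and both are in Table S3. Within each replicate number, the miR-375 inhibitor library was the lower one in both genes. With the replicate number as a block, the edgeR adjusted p was 7.9e-24 for IFIT1 and 4.4e-52 for ALDH1L2. With so few libraries, values this small rest on a dispersion borrowed across genes. Without a block, the edgeR adjusted p was 0.19 and 0.18 over genes with at least 10 counts in total. It was 0.49 and 0.48 without inhibitor NC replicate 1. ETV5 had 1360, 1476 and 1456 counts against 1263, 1261 and 1233, with a log2 fold change of -0.16 (standard error 0.06, edgeR adjusted p = 0.26, from 0.035 to 0.78), and its groups did not overlap.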
